A study of Rattus norvegicus with 8 samples. Its data were reported in "Vapor Cannabis Exposure Promotes Genetic Plasticity in the Rat Hypothalamus" (2019).

How the data were processed

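Whole transcriptome termini site sequencing (WTTS-seq) was used to count the 3′ ends of polyadenylated RNA in the hypothalamus of 8 adult male Long-Evans rats. The labels place 4 rats in a diet-induced obesity group, given a high fat diet, and 4 in a control group on standard chow, with tissue taken after 36 days. The text of the paper linked to these libraries describes a different exposure from the diets named in the labels, and a table with another number of sites. The groups used here are those of the labels, and no value of the paper entered a test. Genes that the paper names formed a gene list, and its directions and levels for Avp, Oxt and Th were compared with these data.

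The deposited values are raw read counts per polyadenylation site, without normalization. According to the methods of the study, the authors filtered reads by quality, trimmed the leading T bases, mapped the rest with TMAP to the Rnor_6.0 rat assembly, clustered neighbouring read starts into sites and assigned sites to genes with Cuffcompare. All coordinates below are on Rnor_6.0 as the authors gave them. The table listed 73922 sites. The lowest site total over the 8 libraries was 30 reads, so a cutoff had been applied before deposition, and the minimum of 16 reads planned here removed 0 sites. A line without a site held the column total of control library 1, which was 1710888 reads, and it was left out of library sizes and tests. At 273 sites the symbol field held a mark in place of a gene name. These were treated as sites without a gene. Of all sites, 65913 (89.2%) had a gene assigned, from 12255 genes.

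Every priming event inside an A-rich stretch of RNA can be counted as a 3′ end, and the amplified reads carry no molecular identifiers. A bound set from few reads therefore covers counting error only, while the SD and SE values reflect the spread between libraries. A genome of the build was not used here, so sites next to A-rich genomic sequence were not removed and sites were not classed as exonic, intronic or distal to a transcript. The planned comparison of such classes between lower and higher sites was not run. Shares of reads were instead computed over classes made from the biotype field, which were chosen after the table was seen.

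Site counts were tested with the quasi-likelihood F test of edgeR 4.0.16 (robust fit, TMM scaling) in R 4.3.3, with Benjamini-Hochberg adjustment over all sites. Gene counts were sums over the sites of a gene on the strand that carried most of its reads. There were 1878 genes with sites on both strands, and 3081 sites lay on the other strand. Site usage within genes was tested with diffSpliceDGE and its Simes p-value over 7996 genes with 2 or more sites. Gene lists fixed beforehand were tested with fry in limma 3.58.1. Alternatives used DESeq2 1.42.0, which adjusted over fewer sites and genes than edgeR. Per-library shares and the distal usage index were compared by 2-sided exact permutation tests over 70 label arrangements, where the smallest possible p is 0.0286. An adjusted p under 0.1 was the threshold for sites, genes and site usage, and 0.05 for gene lists. The tests, groups, gene lists and most alternative settings were fixed before the data were examined.

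The text names list members that bear on a list result. It also names the 5 higher and 5 lower sites with the smallest unadjusted p among sites with a gene, a mean of at least 10 normalized reads, an unadjusted p under 0.01 and no overlap between the groups. For genes and for site usage the same rule gives 3 in each direction. Any other item is said to have been chosen after its values were seen. Some members of the gene lists are not reported here by name and were left out of the checks of single libraries.

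Both groups carry the numbers 1 to 4 in the labels. Normalized abundance is given in CPM, the read count scaled to the TMM-adjusted library size, which for genes is the total of the gene sums. Deviations of log2 CPM from the group mean correlated between same-numbered libraries at 0.268 to 0.382, and between libraries of different numbers at -0.2 to -0.0387. All 4 pairs exceeded 0.1, so the numbers were taken to pair the libraries. The labels do not say what a number shares. The reported fit had no block, as the study's methods use none, and a fit with the number as a block is given beside it where it changed a call. The libraries were compared pairwise by chi-square over sites. The lowest value of 28 comparisons was 3.3 per site, above sampling noise, so no library was taken to be listed again under another label. Separate preparations from the same rat could also exceed sampling noise, so the comparison cannot exclude them. All 8 libraries were counted as separate samples, as labelled.

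The scripts were tested on simulated counts with the means, library sizes and spread of the real sites and 200 changed items. Changed sites and genes were drawn only from those above a read minimum, which was higher than the median site total. For site usage, the changed sites were abundant sites of genes with many reads. The shares recovered therefore do not cover changes at sites or genes with fewer reads. With the effects of the library number included, the fit without the block recovered 0% of 4-fold site changes and 54% of 16-fold changes among 70485 and 70518 sites tested. The fit with the block recovered 46.5% and 94%. Without number effects, the fit without the block recovered 50.5% of 4-fold site changes among 70958 sites. For genes and 4-fold changes with number effects, the shares were 60% without the block and 85.5% with it, among 12096 genes. Without number effects they were 91.5% and 89.5%, among 12095 genes. For site usage and 4-fold changes they were 0% and 21% with number effects, among 7829 genes. Without number effects they were 22% and 16%, among 7828 genes. Number effects were estimated from the same 8 libraries and include noise, so these simulations may overstate them. With no change simulated, 0 sites, genes or usage genes were called. Figures were drawn with matplotlib 3.10.9.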

Results

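The 8 libraries held 13341135 reads at 73922 polyadenylation sites. The control libraries had 1710888, 1742565, 1417531 and 1549238 reads, and the obesity libraries 1755983, 1455017, 1957726 and 1752187. The median site had 57 reads over all libraries, so most sites rested on few reads per rat. A read was seen in all 8 libraries at 40797 sites (55.2%). Control library 1 had 14788 sites at 0 reads and obesity library 1 had 10659, against 4062 to 6622 in the other libraries. The 10 most abundant sites of each library took 12.2% to 18.8% of its reads. The most abundant site over all libraries, on chromosome 1 (minus strand, 221158015 to 221158317), had no gene assigned and held 5.15% of all reads.

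The first question was whether single polyadenylation sites differed in abundance between diet-induced obesity and control. Without the block, 1 of 73922 sites passed an adjusted p of 0.1 (edgeR), and it was higher in obesity. It lay on chromosome 14 (plus strand, 46517709 to 46517777) with no gene assigned. Its reads were 101, 39, 81 and 68 in control libraries 1 to 4 and 1558, 658, 495 and 746 in obesity libraries 1 to 4. Normalized abundance was 45.9 ± 16.9 CPM in control and 501.6 ± 269 in obesity (SD, n = 4), a log2 fold change of 3.45 (SE 0.44, edgeR adjusted p 0.0937). Over 13 alternative fits without the block, its adjusted p ranged from 1.52e-09, by the DESeq2 Wald test, to 1. This site was chosen after its values were seen. The nearest sites with a gene on the same strand belonged to Rell1, 476 kb before it, and to the ribosomal RNA gene Rn18s, 126 kb after it. The 6 sites within the next 10 kb had log2 fold changes of -0.58 to 0.82. Left out in turn, 7 of the 8 libraries each took the count to 0, with the adjusted p of this site at 0.205 to 1, and without obesity library 3 the count was 1. The sites at an unadjusted p under 0.05 numbered 2320.

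With the replicate number as a block, 4 sites passed, 3 higher and 1 lower. The chromosome 14 site had an adjusted p of 8.59e-08 in that fit. The others were an Apoe site and a Map7d1 site, both higher at an adjusted p of 0.0768, and a Cd59 site, lower at 0.0206 (edgeR). The Map7d1 site had 501 of its reads in obesity library 1 and 0 in obesity library 2. It did not lie on the strand that carried most reads of Map7d1, so its assignment is uncertain.

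At an unadjusted p under 0.01, 214 sites were higher and 157 lower without the block. This total of 371 was fewer than the 739 that chance gives among 73922 tests. With the block, 519 were higher and 695 lower, a total of 1214. Both fits shared 349 of these sites. In fits with the block, higher sites were the more numerous with DESeq2 size factors in edgeR, at 609 against 591. The same held without both libraries numbered 3, at 382 against 337, or numbered 4, at 388 against 306. Lower sites were the more numerous with filterByExpr, by the DESeq2 Wald test and without both libraries numbered 1 or 2. The DESeq2 Wald test moved the count without the block to 684. Without obesity library 2 it was 808, with 319 higher and 489 lower.

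Among the sites that met the rule for naming, 52 were higher and 79 lower. Groups did not overlap at 2301 sites (3.11%), against the 2.86% that chance gives. The 10 named sites all had an adjusted p of 1 without the block (edgeR). By the DESeq2 Wald test 7 of them passed 0.1, at adjusted p-values of 0.0125 for Atf6 and 0.0217 for Rgs10, 0.0656 for Apoe, Kcnip4, Map1a and Elavl3, and 0.097 for LOC102555672. The smallest unadjusted p belonged to the lower Atf6 site on chromosome 13 (minus strand, 89055762 to 89055764), the most 3′ of 3 sites of the gene. Its abundance was 16.9 ± 3.04 CPM in control and 1.97 ± 0.53 in obesity (SD, n = 4), a log2 fold change of -3.05 (SE 0.55). The Rgs10 site on chromosome 1 (199792207 to 199792220) rose from 2.25 ± 1.03 to 17.2 ± 4.11 CPM, a log2 fold change of 2.91 (SE 0.57). It lay on the strand opposite to the other sites of Rgs10, so its assignment is uncertain. The Apoe site on chromosome 1 (80613446 to 80613595), the fourth of 6, held 5.58% of the reads of the gene and had a log2 fold change of 1.8 (SE 0.4). The Elavl3 site on chromosome 8 (23028240 to 23028305), the most 3′ of 25, fell from 133.5 ± 14 to 53.6 ± 12.5 CPM. The other named sites were higher for Kcnip4, LOC102555672 and Map1a, with log2 fold changes of 1.9, 2.29 and 3.32, and lower for LOC680491, Dynlrb1 and Fam188a, with -1.83, -3.11 and -3.34.

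Gene-level sums separated a change in the total output of a gene from a change of site. Without the block, 0 of 12255 genes passed an adjusted p of 0.1, and 626 had an unadjusted p under 0.05. At an unadjusted p under 0.01 there were 56 higher and 40 lower genes, against the 1% of tests, or 123, that chance gives. With the block there were 175 higher and 252 lower genes, a total of 427. Leaving out both libraries numbered 1, 2, 3 or 4 from that fit gave 102, 346, 86 and 82 higher genes. The lower genes were then 207, 445, 112 and 101. Without obesity library 2 the fit without the block gave 118 higher and 183 lower genes. It gave 36 and 23 without control library 3, and 36 and 27 without obesity library 3. With the block, 34 genes passed an adjusted p of 0.1, 7 higher and 27 lower, and 0 passed 0.05, with 1338 genes at an unadjusted p under 0.05. The setting that moved this count most was the fit without both libraries numbered 2, with 554 genes, while without both libraries numbered 4 it was 0. Summing sites on both strands gave 15 genes with the block, of which 14 were among the 34.

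The 6 genes named by the rule had adjusted p-values of 0.92 without the block (edgeR). By the DESeq2 Wald test Arse, Rps6kc1 and Kcna1 had 0.0591. Kcna1 fell from 155.2 ± 28.9 to 75.5 ± 11.3 CPM (SD, n = 4), a log2 fold change of -1.04 (SE 0.23), with an adjusted p of 0.0529 with the block. Tpt1 fell by 1.33 on the log2 scale (SE 0.31, adjusted p 0.0617 with the block). The pseudogene LOC100363803 fell by 1.8 (SE 0.44, adjusted p 0.104 with the block), and a pseudogene can share reads with its parent. Rps6kc1 rose from 95.6 ± 7.61 to 178.6 ± 25.5 CPM, a log2 fold change of 0.9 (SE 0.21, adjusted p 0.0617 with the block). Rnf123 rose by 1.32 (SE 0.31, adjusted p 0.0617 with the block). Arse rose by 3.31 (SE 0.76, adjusted p 0.09 with the block) from 0 to 5 reads per control library.

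**Figure D1:**
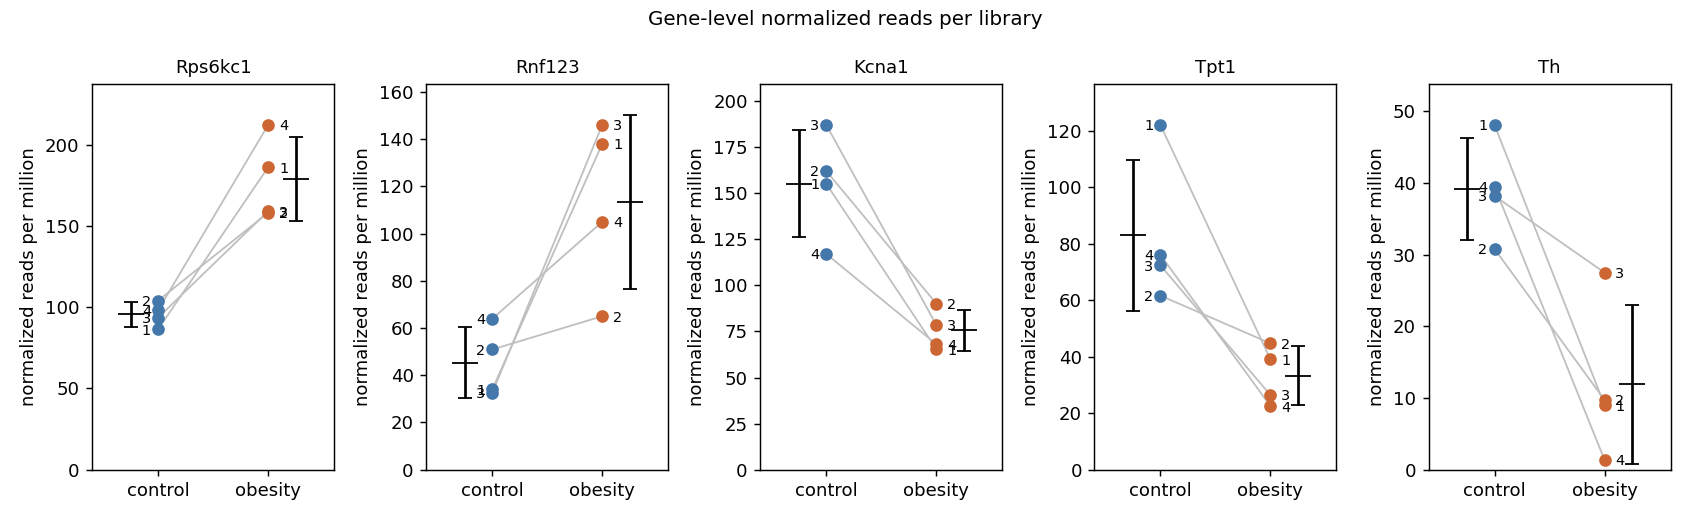
Normalized abundance in CPM (y axis) of 5 genes in the 4 control and 4 obesity libraries, labelled by replicate number, with lines joining same-numbered libraries and bars for the mean and SD. The groups do not overlap for any of the 5 genes.

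Changed use of sites within a gene was tested over 7996 genes. Without the block, 0 genes passed an adjusted p of 0.1, 27 had an unadjusted p under 0.01 and 110 under 0.05. At 0.01, 1% of the tests is 80, but unchanged simulated counts fell under 0.01 by the Simes p less often. They did so in 5 of 7807 genes with number effects and in 46 of 7843 without them. With the block, the simulated counts were 13 and 24. The 27 became 57 with the block and ranged from 20 without control library 1 to 79 without obesity library 2. They also rose by more than 1.5 times without control library 3, to 45, without obesity library 1 or 3, to 44, and without obesity library 4, to 42. With the block, 1 gene passed, the long non-coding RNA gene LOC108351197 on chromosome 6 (edgeR adjusted p 0.0271). The first of its 3 sites (31048975 to 31049025) held 44.4% ± 8.02 of the reads of the gene in control and 12.9% ± 4.55 in obesity (SD, n = 4). Gene totals were 655 to 2307 reads in control and 2407 to 4304 in obesity, while the reads at this site were 339 to 797 in control and 332 to 454 in obesity. The rule for naming was met by 4 genes without the block. All had an adjusted p of 1 there. Besides LOC108351197 these were Map1a, with a site at 0.039% ± 0.032 of gene reads in control and 0.366% ± 0.269 in obesity, Calr, at 2.88% ± 1.73 and 11.7% ± 5.77, and Dynlrb1, at 13.1% ± 4.71 and 1.84% ± 1.26 (SD, n = 4).

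The distal usage index was the mean, over 7400 genes, of the percent of gene reads at the most 3′ site. It was 31.9% ± 1.26 in control and 29.4% ± 1.73 in obesity (SD, n = 4), a difference of -2.5 percentage points (exact permutation p 0.114, 2-sided). It was lower in obesity in 3 of 4 pairs. Obesity library 2, at 31.9%, was the exception, and without it the difference was -3.36 (exact permutation p 0.0286, the smallest that can be reached).

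**Figure D2:**
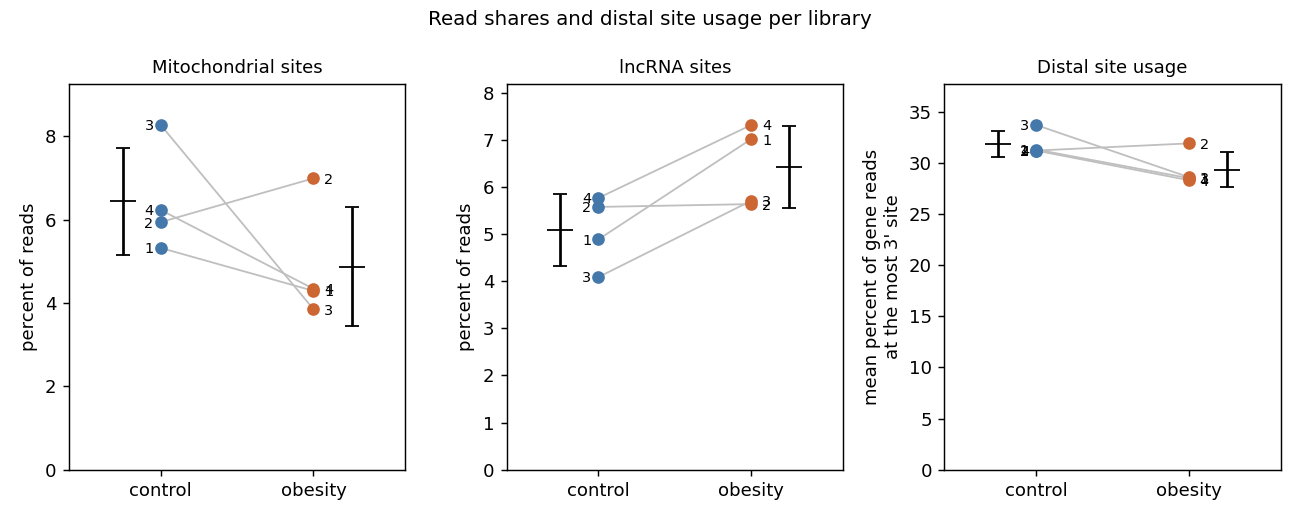
Percent of reads at mitochondrial sites, percent of reads at sites of long non-coding RNA genes, and distal usage index (y axes, in percent) per library, with replicate numbers, lines joining same-numbered libraries, and the mean and SD. Obesity library 2 lies among the control libraries for mitochondrial sites and for distal usage.

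Shares of reads per class of site were compared over 6 classes, and 0 of them passed an adjusted p of 0.05. The lowest unadjusted value was for pseudogenes, at an exact permutation p of 0.0857. Mitochondrial sites held 6.44% ± 1.28 of reads in control and 4.87% ± 1.43 in obesity (SD, n = 4, exact permutation p 0.171, adjusted 0.343). Sites of long non-coding RNA genes held 5.08% ± 0.76 and 6.42% ± 0.87, higher in 4 of 4 pairs (exact permutation p 0.114, adjusted 0.343). Pseudogene sites held 1.82% ± 0.15 and 1.6% ± 0.12, lower in 4 of 4 pairs. Sites without a gene held 13.2% ± 1.63 and 14.8% ± 2.83, higher in 4 of 4 pairs (exact permutation p 0.371). Protein-coding sites held 71.9% ± 1.45 and 71% ± 2.59, and other RNA 1.48% ± 0.25 and 1.31% ± 0.21. The permutation tests did not use the pairs. The mitochondrial difference was -0.963 percentage points without control library 3. That of sites without a gene was 0.372 without obesity library 1, and that of other RNA -0.0689 without control library 1. The protein-coding difference was 0.314 without obesity library 1.

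The fixed gene lists asked whether feeding genes of the hypothalamus, genes named by the study, or markers of cell types and neighbouring tissue moved together. In all, 0 of 10 lists passed an adjusted p of 0.05 by fry, and 2 had an unadjusted p under 0.05. The lowest unadjusted p was for the 12 oligodendrocyte genes, all lower in obesity, with a median log2 fold change of -0.18 (limma fry p 0.0239, adjusted 0.217). Without obesity library 2 the adjusted p of this list was 0.0291. The 14 listed genes named by the study had a median of -0.01 (adjusted 0.217), and the 24 hypothalamic feeding genes one of 0.21 (adjusted 0.497). The medians were -0.68 for 8 midbrain dopamine neuron genes (adjusted 0.497), -0.16 for 10 astrocyte genes (adjusted 0.4), 0 for 9 thalamus genes (adjusted 0.7) and -0.06 for 5 genes of microglia and inflammation (adjusted 0.571). The lists with fewer genes were anterior pituitary with 3 and a median of 1.8 (adjusted 0.822), choroid plexus with 2 and a median of 2.8 (adjusted 0.748), or 1.9 with Ttr set to the bound that its control reads allow, and red blood cells with 3 and a median of 0.16 (adjusted 0.924). Single libraries decided several medians. The anterior pituitary median was -0.33 without obesity library 2, the choroid plexus median -0.15 without obesity library 4, and the dopamine neuron median -0.0622 without control library 1. Across the leave-one-out fits the astrocyte median ranged from -0.211 to -0.056 and the feeding median from 0.111 to 0.257. With the block the anterior pituitary median was 0.4.

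Tyrosine hydroxylase (Th) was a member of 2 lists. Its reads were 68, 46, 47 and 52 in control libraries 1 to 4 and 12, 12, 47 and 2 in obesity libraries 1 to 4, a log2 fold change of -1.69 (SE 0.54) with an edgeR adjusted p of 0.92 over all genes. With the block it was 0.0882. Adjusted over the list alone, Th passed 0.1 among the genes named by the study at 0.094 and among the midbrain dopamine neuron genes at 0.0537. Adjusted over the list alone with the block, 5 genes named by the study passed 0.1, Th, Avp, Oxt, Rgs7 and Ctnna2, and over all genes 1 did. With the block, the oligodendrocyte genes Mal and Ugt8, the astrocyte gene Aldoc and the microglia gene Csf1r also passed 0.1 adjusted over the list alone. So did the pituitary gene Gh1 and the choroid plexus gene Ttr, which each rested on 1 library, with 87 reads in obesity library 2 and 144 in obesity library 4, and were higher in 1 of 4 pairs. Among the feeding genes 0 passed adjusted over the list alone, with or without the block. An unadjusted p under 0.05 was reached by 4 without the block, Crh, Sim1, Insr and Sst, and by 8 with it. Avp and Oxt were lower in obesity, with log2 fold changes of -0.44 and -0.74. The text of the study gives Avp and Oxt the opposite direction, and Th the same direction at a different level. The study lists more raw reads than the reads at sites here, so the level of Th by itself cannot decide. Its list was taken to come from other libraries, given the directions of Avp and Oxt and the other exposure and number of sites.

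**Figure D3:**
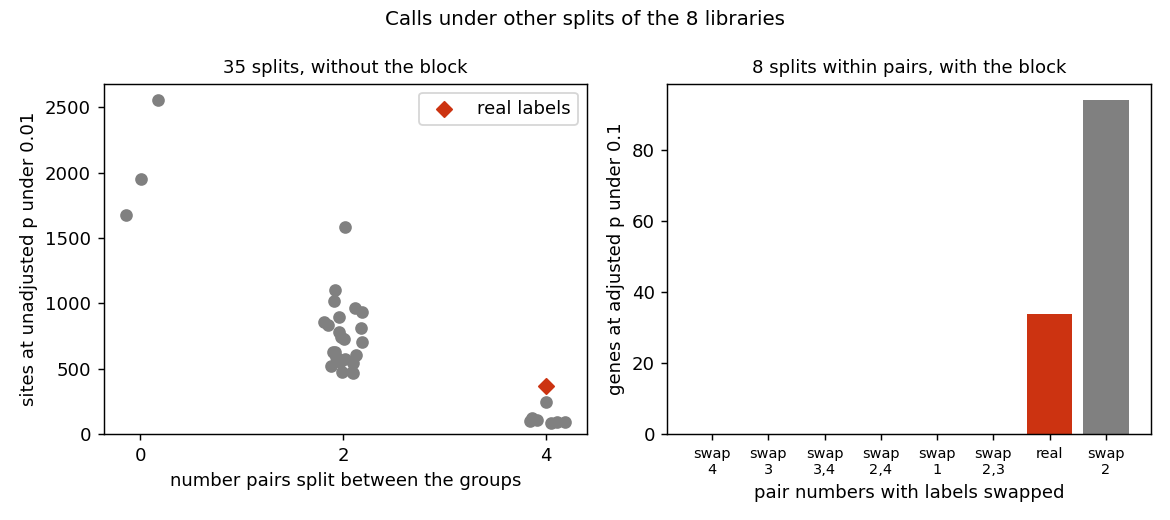
Left, sites at an unadjusted p under 0.01 without the block (y axis) for 35 splits of the 8 libraries, by the number of pairs parted (x axis, points spread sideways). Right, genes at an adjusted p under 0.1 with the block (bars) for the 8 splits that part all pairs, where the real labels gave 34 and the exchange of the number 2 labels 94.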

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

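The tests of libraries matched for depth, of neighbouring tissue, of the same library under both labels and of exchanged labels were chosen after the results were seen. Thinning was added after the data were seen. In each group of 4 libraries, a library was singled out when it lay far from the other 3 by Dixon's test. Of 269 such checks over read shares, indices, named sites, genes and list genes, 26 singled out a library, where chance alone gives about 13. Control library 3 accounted for 8 of them and obesity library 2 for 7.

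Among the read shares, obesity library 2 had 6.99% of reads at mitochondrial sites, against 3.85% to 4.34% in the other obesity libraries and 5.32% to 8.27% in control. Its distal usage index was 31.9%, against 28.3% to 28.6%. Control library 3 had a distal usage index of 33.7%, against 31.2% to 31.3%, and 12% of reads in genes with over 50 sites, against 14.8% to 15.2%. Protein-coding sites held 67.1% of reads in obesity library 1, against 71.7% to 72.6%. Control library 1 had 14788 sites at 0 reads. With all libraries thinned to 1417531 reads, the difference in distal usage was -2.54 percentage points, against -2.5 before. Thinning leaves a share of reads unchanged on average, so it does not decide on depth. Among control and obesity libraries whose depths were under 5% apart, distal usage was lower in the obesity library in 5 of 5 pairings, by -2.94 to -1.8 percentage points with a mean of -2.59. These pairings are not independent. Controls 1 and 2 were each set against obesity 1 and 4, and control 3 against obesity 2, while control 4 and obesity 3 did not enter. For the libraries covered, the lower values argue against depth as the cause of the difference. Within each group the library with the fewest reads, control 3 or obesity 2, had the highest distal usage, which was not tested further.

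Obesity library 2 stood with the controls on both indices, so a mislabelled library was weighed. In the fit with the block, exchanging the labels of control 2 and obesity 2 gave 94 genes at an adjusted p under 0.1, against 34 with the labels as given. Sites at an unadjusted p under 0.01 were 1010 after the exchange and 1214 as given, and sites at an adjusted p under 0.1 were 7 and 4. The counts point both ways, control 2 itself lay among the controls on both indices, and an exchange cannot be told apart from a rat that responded little to the diet. The labels were kept. Control 2 and obesity 2 were also the most alike of 28 pairs of libraries, at a chi-square of 3.3 per site, against 4.63 to 11.6 for the rest. Sampling noise alone gives about 1, which argues against the same library listed under both labels. Separate preparations from the same rat could also exceed this, so they are not excluded.

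CPM in this part is scaled to the read total of all sites without TMM factors, so it differs from the CPM values above. Genes of neighbouring tissue stood out in single libraries. Gh1 had 59.8 CPM in obesity library 2 and 0 in the other obesity libraries, and Lhb had 39.9 there, against 0.57 to 5.14. Gh1 also had 0.705 in control library 3, from 1 read. Ttr had 82.2 in obesity library 4 and 0 in the other obesity libraries. A candidate explanation is tissue next to the hypothalamus in the sample, from the pituitary or choroid plexus. Of the 3 other listed genes of both lists, 2 peaked in the same library as Gh1 or Ttr, which were Lhb and Prlr. Cga, with 11 reads in obesity library 2 and 71 in control library 1 and obesity library 3, did not. With so few listed genes this cannot be told apart from expression in the hypothalamus.

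No explanation was tested for the remaining items, given in CPM. All of them but the LOC102555672 site and Crh lay above the other libraries of their group. In control library 3 they were the LOC102555672 site at 6.35, the pseudogene LOC501835 at 63.5, Cartpt at 161, Pcsk2 at 91 and Calb2 at 9.88. LOC501835 had 0 reads in the other 7 libraries, yet it was among the 34 genes called with the block. In control library 2 Crh was at 0.574. In obesity library 1 Lepr was at 31.9 and Ddc at 10.3. In obesity library 2 Hcrtr2 was at 9.62, Ugt8 at 16.5 and Aldoc at 756. Ugt8 and Aldoc lay within the control ranges of 15.5 to 24.7 and 660 to 962, as the mitochondrial and distal values of this library did, while Hcrtr2 lay above the control range of 2.12 to 8.39. In obesity library 3 Ttll11 was at 112, Adcyap1 at 41.9 and Insr at 52.6. In obesity library 4 Rps6kc1 was at 177 and Mog at 148.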

How the results depend on the processing

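The fits that keep the block as a setting of its own, their alternatives, the sum over both strands and the thinned distal index were added after the data were seen. Alternatives without a read minimum changed nothing, as the minimum removed 0 sites, and those that need a genome or site classes were not run.

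DESeq2 without the block gave no adjusted p at 47636 sites, so its adjustment covered fewer tests. The count of sites at an adjusted p under 0.1, 1 in the reported fit, was 10 by DESeq2 and 4 with the replicate block. It was 0 with filterByExpr, with sites assigned to a gene alone, or at an adjusted p under 0.05, where 1180, 2045 and 2320 sites had an unadjusted p under 0.05, and 0 to 1 across the 8 fits that each left out a library. The count at an unadjusted p under 0.01, 371, was 684 by DESeq2, 186 with filterByExpr, which tests 25720 sites, 1214 with the replicate block and 270 to 808 across the leave-one-out fits. The highest was without obesity library 2. The count of genes at an adjusted p under 0.1, 0, was 4 by DESeq2, 34 with the replicate block and 0 to 1 across the leave-one-out fits, with 1 gene without obesity library 2. Genes with changed site usage, 0, became 1 with the replicate block by the Simes p and 11 by the gene F test with the block. Lists at an adjusted p under 0.05 ranged from 0 to 1 across the leave-one-out fits, and camera called 0 lists, as fry did. The replicate block changed no call of the list tests.

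The blocked counts depended on the tool and on the pairs. DESeq2 with the block gave no adjusted p at 70225 of 73922 sites and 9266 of 12255 genes. Its counts at an adjusted p therefore rest on an adjustment over fewer tests. Sites at an adjusted p under 0.1, 4 with the replicate block, were 239 by DESeq2, 8 with DESeq2 size factors in edgeR, 1 with filterByExpr and 2 at an adjusted p under 0.05. Across the 4 fits that each left out a pair they ranged from 3 to 315. Sites at an unadjusted p under 0.01, 1214, were 881 by DESeq2, 674 with filterByExpr and 694 to 1857 with a pair left out. Genes at an adjusted p under 0.1, 34, were 130 by DESeq2, of which 29 were among the 34, 13 with filterByExpr, 15 with both strands summed and 0 at an adjusted p under 0.05. With a pair left out they ranged from 0, without number 4, to 554, without number 2. The genes called also changed. Of the 34, 13 were among the 30 called without number 1 and 3 among the 7 called without number 3. Without number 2, all 34 were among the 554. The cause of these shifts was not tested beyond the label exchange above.

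Distal usage kept its direction in all settings tried, with a range of -3.36 to -1.87 across the leave-one-out fits, and passed 0.05 only without obesity library 2. Among 1908 genes with at least 1000 reads the difference was smaller, at -1.54 percentage points. The share of other RNA differed by -0.098 percentage points without mitochondrial and ribosomal RNA sites, against -0.167 with them. The exact permutation p without them was 0.0286, the smallest that can be reached, and was not adjusted over the classes. The difference for protein-coding sites reversed without obesity library 1, with a range of -1.5 to 0.31 across the leave-one-out fits. It was -2.37 without mitochondrial and ribosomal RNA sites. List medians that changed sign lay near 0 or rested on few genes. The thalamus list had -0.204 with the block and -0.24 to 0.0121 across the leave-one-out fits. The ranges were -0.0858 to 0.0388 for the genes named by the study, -0.56 to 0.12 for microglia and inflammation, -0.33 to 2.17 for anterior pituitary, -0.15 to 3.4 for choroid plexus and -0.0445 to 0.46 for red blood cells. The sites and genes named by the rule and those called with the block kept their directions in all their alternatives. Simulations with the depth, spread and 4 libraries per group of these data recovered 50.5% of 4-fold site changes without number effects and without the block. With number effects that fit recovered 0% and the fit with the block 46.5%. The simulated changes were placed only at sites with more reads than the median site. Which part of the missed changes is due to depth was not tested, as no other depth was simulated.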

Other observations

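The tests of number effects, of sites per gene and of single-library sites were chosen after the patterns were seen, and those of abundant sites and of other splits before.

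Other splits of the 8 libraries into 4 and 4 were refitted without the block. Of 35 splits, 28 gave as many sites at an unadjusted p under 0.01 as the real split, 4 gave as many at an adjusted p under 0.1, and 19 gave as many genes at an unadjusted p under 0.01. All 35 gave as many genes, genes with changed site usage and lists at an adjusted p threshold, since the real counts were 0. The splits that keep numbered pairs together also differ by what the pairs share. The 3 splits that keep all 4 pairs gave 1675 to 2556 sites at an unadjusted p under 0.01, and the 24 splits that part 2 of them gave 472 to 1584. Of the 8 splits that part all 4 pairs, the real split gave the most such sites, 371, against 87 to 248 in the others. With the block, 1 of these 8 splits gave as many sites at an unadjusted p under 0.01 and 1 as many genes with changed site usage, the real split itself. For sites and for genes at an adjusted p under 0.1, 2 of 8 did, the second being the exchange of the number 2 labels. The other 6 gave 0 genes. At an unadjusted p under 0.01 the other 6 splits gave 12 to 38 genes, against 427 with the labels as given and 444 after the exchange, which shares the labels of 3 of the 4 pairs. The smallest share that 8 splits can give is 1 of 8, so this comparison by itself does not exclude chance for the counts with the block. For the chromosome 14 site, higher in 4 of 4 pairs, the edgeR adjusted p of 8.59e-08 with the block argues against chance.

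Without the block, 0.502% of sites had an unadjusted p under 0.01, fewer than the 1% of chance. Effects shared by libraries of the same number may widen the spread in that fit. Unchanged counts simulated with number effects gave 0.0496%, and without them 0.802%. Low counts may also contribute, since 1.45% of the 2972 sites with at least 500 reads passed. With the block 10.4% of these sites passed. The low counts alone left 0.802% in the simulation, above the observed share.

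Genes with more sites tended to have higher fold changes in obesity. The median log2 fold change was -0.08 for 4259 genes with 1 site and 0.23 for 111 genes with over 50, a difference of 0.316, or 0.366 with the block. Genes are not independent replicates, and per library the share of reads in genes with over 50 sites was 14.3% ± 1.57 in control and 16.3% ± 1.55 in obesity (SD, n = 4, exact permutation p 0.171). More unspliced or internally primed RNA in the obesity libraries could raise genes with many sites and lower distal usage. In 2953 genes with 2 or 3 sites distal usage was 49.3% ± 1.23 in control and 46.4% ± 2 in obesity (exact permutation p 0.114), a shift of -2.83. Such RNA could lower distal usage in these genes too, so this shift cannot decide on the explanation. The explanation stays open, as does an effect of the diet, which was not tested apart from it.

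More than 80% of the reads came from 1 library at 139 sites, 52 of them from obesity library 1, 33 from obesity library 4 and 31 from obesity library 3. Copies of few molecules made in amplification are a candidate explanation. Among sites of 50 to 200 reads, the median width of 40 such sites was 6 nt, against 13 nt for 34414 others. A DNA variant of a single rat that creates a priming site was not tested.

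The marks in the symbol field are of unstated meaning. The most frequent mark, at 241 sites, reads as an increase with a value under 0.05. Of these sites, 135 were higher in obesity and the rest lower, and 188 had an unadjusted p under 0.05 without the block. All 241, and all 22 and 10 sites with the other marks, had an unadjusted p under 0.1. Of the 273 sites with any mark, 220 had an unadjusted p under 0.05, against 27 of 7736 other sites without a gene. The chromosome 14 site carried such a mark.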
